A study of Drosophila melanogaster with 21 samples. Its data were reported in "The BTB-zinc Finger Transcription Factor Abrupt Acts as an Epithelial Oncogene in Drosophila melanogaster through Maintaining a Progenitor-like Cell State" (2013).

How the data were processed

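RNA was measured in mosaic larval eye-antennal discs of *Drosophila melanogaster*, dissected 5 days after egg deposition, on 21 arrays. The labels give 7 groups of 3 arrays: an FRT control, discs with *ab*-overexpressing clones (*ab*), discs with *scrib* mutant clones overexpressing *ab* (*scrib-*+*ab*), *scrib* mutant clones expressing activated Ras (*scrib-*+*Ras ACT*) or activated Notch (*scrib-*+*N ACT*), and each of the last 2 genotypes with a dominant-negative form of the JNK kinase Basket (*bsk DN*). Per the labels and the study's methods, biotinylated cRNA made from total RNA was hybridised to Affymetrix GeneChip Drosophila 2.0 arrays. The deposited values are log2 signals per probe set, made by the authors with GCRMA (background correction from probe sequence, quantile normalization and probe set summary); its version is not stated. The labels do not state which arrays were normalized together, but the 21 columns share the floor of 2.17, and the highest value among the tested probe sets is 16.17. No count depth exists for arrays, and the number of arrays limits the precision. The labels do not say whether the 3 arrays of a group come from separate collections of animals, so each p-value measures only the spread between these arrays, part of which may be technical.

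The 183 AFFX control probe sets were left out of all tests and the other 18769 were tested with no filter, of which 2149 sat at the floor on all 21 arrays. Gene symbols came from the array annotation, with newer symbols read from the RefSeq gene table of the assembly named Release 6 plus ISO1 MT, which was used for names alone. One symbol was given for 13647 probe sets, several for 402 and none for 4720, and the former represent 11982 genes. The probe sets of *ab*, *Ras85D* and *N* carry none of these names and were not analysed here as named genes. A gene is represented by the probe set with the highest mean over the 21 arrays among those with 1 symbol.

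Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block). *ab*, *scrib-*+*ab* and the control were fitted together (9 arrays), as were the 4 groups with and without *bsk DN* (12 arrays). The comparisons of *scrib-*+*Ras ACT* and *scrib-*+*N ACT* with the control used all 21 arrays. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds the study used. A difference between the JNK effects in the Ras and Notch tumours was tested as an interaction. Each p below is a limma adjusted p unless another test is named. Overlaps of 2 sets of calls count probe sets changed in the same direction. For the JNK effects, which share no array, a one-sided Fisher exact test was used. For *ab* and *scrib-*+*ab*, which share the 3 control arrays, 100 sets of 9 arrays were simulated around the control means with the spread of the fit. Each set held a pair of unchanged groups and 3 simulated controls that the pair shared. A fold change against a value at the floor depends on the background correction of GCRMA.

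Lists of genes (26) were fixed before the data were examined, as were the tests, the thresholds and the alternatives except where stated: retinal determination, antennal patterning, photoreceptor and neuronal genes, ecdysone response, Notch pathway, JNK response, JAK-STAT, Hippo-Yki, Ras-EGFR, cell death, cell cycle, Polycomb and Trithorax chromatin genes, Hox, migration and matrix, glycolysis, immune peptides, heat shock, polarity, housekeeping, sex composition, and markers of haemocytes, fat body, muscle, brain and glia, salivary gland, and cuticle and trachea. Each list was tested with camera, with the correlation between genes estimated per list, and adjusted over the 26 lists of a comparison. Members past the thresholds were also counted adjusted over the list alone. Several members were named by the study from these same arrays, so their part of a count is not independent evidence.

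Named genes were chosen by a rule fixed in advance. *scrib* and *bsk* are named as targeted genes. For *ab*, *scrib-*+*ab* and the JNK comparisons, the rule takes the 8 largest rises and 8 largest falls among called genes whose 3 arrays of one group all lie above the 3 of the other and whose higher group mean is at least 6 log2. For the tumours against the control and for the interaction it takes 5 and 5. In each list it takes up to 4 called members with the largest change, up to 4 members by level in the lists of other cell types, and the members the study named. Genes with a CG number may be summarised.

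Replicate numbers were checked as pairs by the correlation of residual values between arrays of the same number. Only *scrib-*+*Ras ACT* against the control had a correlation over 0.1 for every number (0.133, 0.171 and 0.244). Negative values of similar size occurred for *scrib-*+*Ras ACT* against *scrib-*+*Ras ACT*+*bsk DN* (-0.188 and -0.212 for numbers 1 and 3), so these values do not establish pairs. With replicate as a block in the fit of all groups, 1147 probe sets were called there, against 1207 without it. That block spans groups with no such correlation, so these counts do not show how much any pairing matters. With the block and only the 6 arrays of both groups, a fit chosen after the values were seen, 2 were called. Fewer arrays also leave fewer degrees of freedom. The fits were tested on simulated data with the spread of these arrays and 100 changed probe sets per comparison and size of change. The changed probe sets were drawn from those with a mean of at least 6 log2, so the recovery below does not cover dimmer ones. Calls recovered 78 to 96% of changes of 1.5 log2 and 95 to 100% of changes of 3 log2, with 0 to 2 calls among unchanged probe sets. The list test was tried on simulated data for the JNK effect in Notch tumours alone, with no correlation between genes. It gave 0 calls among 26 unchanged lists and a camera adjusted p of 2.9e-07 for the cell cycle list shifted by 1.5 log2. How it does with correlated genes was not tried.

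The alternatives were quantile normalization of the deposited values again, centring each array on its median, a filter of at least 5 log2 on 3 arrays, eBayes with trend and robust, array quality weights, adjusted p alone, a treat test against log2 changes of 1, 1 probe set per gene, a gene as the mean of its probe sets, replicate block, a block for label type (number or letter), all 21 arrays, only the 6 arrays compared, a preset correlation of 0.01, fry in place of camera, and leaving out each replicate. Added after the data were seen were averaging the closest Notch arrays, leaving out the arrays with high fat body genes, and a replicate block with only 6 arrays.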

Results

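The 21 arrays give the RNA levels of mosaic eye-antennal discs in 7 genotypes of 3 arrays each. They address 2 questions stated by the series: how discs overexpressing the BTB-zinc finger protein Abrupt (*ab*) compare with the tumours that form when *ab* is overexpressed in clones lacking the polarity gene *scribble* (*scrib-*+*ab*), and which genes respond to the JNK kinase Basket in *scrib* mutant tumours driven by activated Ras or activated Notch. Each array had 7296 to 7854 probe sets at or above 5 log2, and 35.2 to 43.1% of the tested probe sets at the floor.

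The transgene could be seen in the main *bsk* probe set, which measures endogenous and dominant-negative RNA alike. Its level was 15.79 ± 0.025 log2 (SD, n = 3) in *scrib-*+*Ras ACT*+*bsk DN* and 15.79 ± 0.036 (SD, n = 3) in *scrib-*+*N ACT*+*bsk DN*. It was 11.90 and 11.55 in the matching tumours without the transgene, 11.64 in the control, 11.22 in *ab* and 10.88 in *scrib-*+*ab*. A second of the 3 *bsk* probe sets stood at 16.07 and 16.15 in the genotypes with *bsk DN*. It was called lower in *ab* (-1.08, adjusted p = 0.013) and *scrib-*+*ab* (-1.15, adjusted p = 0.0093) against the control, where the main one was not called (-0.417 and -0.756). The main *scrib* probe set stood at 11.71 in the control and 10.87 in *scrib-*+*ab* and was called in none of the 8 comparisons. Of the 5 *scrib* probe sets, 1 other was called lower, in *scrib-*+*ab* (-1.16, adjusted p = 0.018) and *scrib-*+*N ACT* (-1.62, adjusted p = 0.0022) against the control. The former call ended without *scrib-*+*ab* replicate 1 or 3 (0.057 and 0.060) or control replicate 2 or 3 (0.062 and 0.065). What the allele does to its RNA is not stated in the labels, so these levels do not check the genotype.

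The *ab* and *scrib-*+*ab* arrays differed from the other 15 in their array controls. The poly-A spike-in probe sets averaged 2.20 to 2.27 log2 on these 6 arrays and 6.26 to 8.74 on the other 15. The difference between the 5′ and 3′ probe sets of GAPDH was -2.71 ± 0.85 (SD, n = 3) in *ab*, -2.85 ± 0.17 (SD, n = 3) in *scrib-*+*ab* and -0.50 ± 0.036 (SD, n = 3) in the control. The same difference for eIF-4a was -3.78, -3.39 and -1.27. No control array shares these properties, and the study prepared RNA from fewer pairs of discs for these 2 genotypes than for the control. For *ab* and *scrib-*+*ab* against the control, a possible batch, the amount of tissue and the genotype cannot be told apart on these arrays. *scrib-*+*ab* and *ab* share these properties but differ in others: the hybridisation controls averaged 14.18 ± 0.21 (SD, n = 3) and 12.21 ± 0.41 (SD, n = 3), the share of probe sets at the floor was 35.6 and 40.7%, and the 3′ probe set of GAPDH stood at 12.01 and 13.11. Array effects therefore stay open in the comparison of these 2 groups as well. The arrays of the Ras and Notch tumours carry the spike-ins, like the control.

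**Figure D1:**
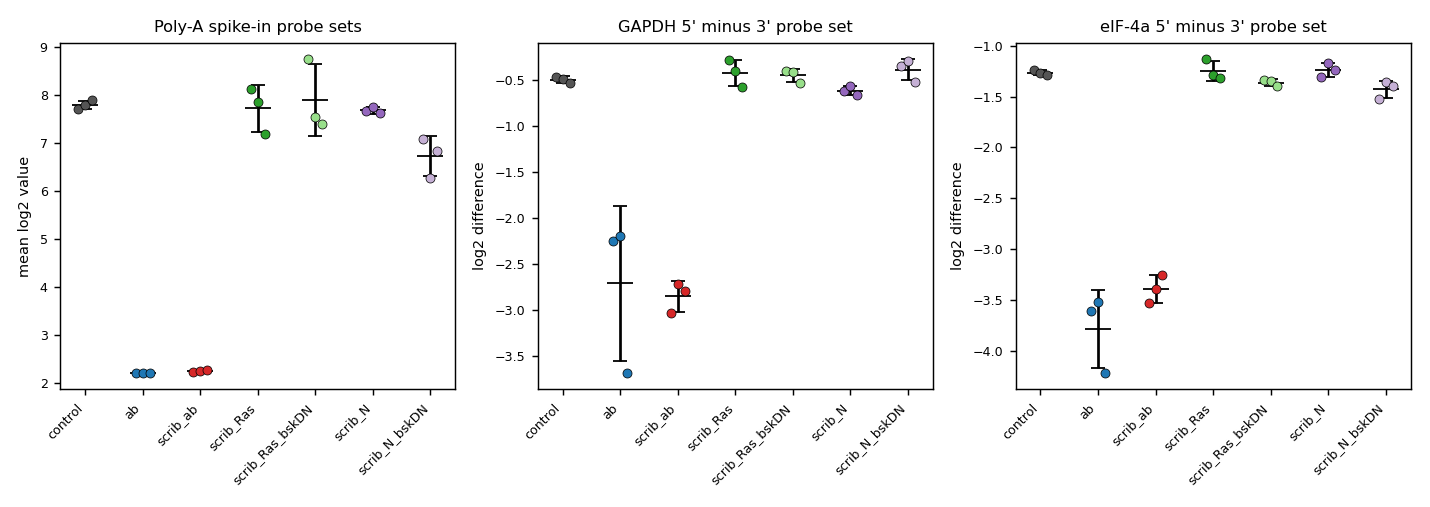
Array controls per array (dots) with the mean and SD of each group: mean of the poly-A spike-in probe sets, and 5′ minus 3′ difference for GAPDH and eIF-4a, all in log2. The 6 *ab* and *scrib-*+*ab* arrays have spike-in means of 2.20 to 2.27, below the 6.26 to 8.74 of the other 15.

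Overexpression of *ab* was compared with the FRT control to find the genes that move with Abrupt alone. Of 18 retinal determination genes 6 fell and 1 rose, and of 17 antennal patterning genes 6 rose and 2 fell, and neither list passed its test. Among the retinal determination genes, *elB* changed by -3.11 log2 (SE 0.31), *noc* by -1.69, *danr* by -1.60 and *ey* by -1.43, and *oc* rose by 2.49. Among the antennal genes, *bab1* rose by 3.31 (SE 0.25), *ct* by 2.55, *btd* by 2.25 and *Dll*, the distal appendage selector, by 1.73, while *rn* changed by -3.79. The JAK-STAT ligand gene *upd1* rose from 4.98 ± 0.79 (SD, n = 3) to 9.92 ± 0.11 (SD, n = 3), and its pathway member *chinmo* rose by 2.07.

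In all, 2730 probe sets (1963 named genes) changed in *ab* against the control, 1629 upward and 1101 downward, so that 59.7% were higher. After a further quantile normalization 1334 were higher and 1430 lower (48.3% higher). The largest rises were those of the cuticle protein gene *Cpr11A* (7.92, from 4.62 to 12.54), *Ns2* (7.28), the nuclear pore gene *Nup160* (7.03), *lms* (6.85), *Tektin-C* (6.79), *Tbc1d8-9* (6.64) and 2 genes with CG numbers. The largest falls were those of *Nplp4* (-6.14), *Nplp2* (-4.83), *fipi* (-4.57), the DNA polymerase gene *PolA1* (-3.95) and 4 genes with CG numbers. For 1 of these 4, *CG14075* (-4.62), the adjusted p was 0.072, 0.054 and 0.062 without control replicates 1, 2 and 3 and 0.056 without *ab* replicate 3. Most of the large rises were at nearly the same level in *scrib-*+*ab*: *Cpr11A* stood at 12.38, *Ns2* at 9.99 and *lms* at 9.20. *Tektin-C* was at 7.90 to 8.65 in the Ras and Notch tumour groups too, so for this gene the control is the group apart. Of 116 genes with several called probe sets, 47 (40.5%) had probe sets called in both directions, against 0 of 33 in *scrib-*+*ab* compared with *ab*.

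By list, 6 of 18 retinal determination genes fell, 1 rose and 11 did not pass in *ab* (7 fell when adjusted over the list alone), and the list had a camera adjusted p of 0.73. Of these 18, 8 were named by the study from these arrays. Of 17 antennal patterning genes 6 rose and 2 fell (camera adjusted p 0.78). Of 22 Polycomb and Trithorax genes 7 fell and 2 rose (0.78): *brm* changed by -1.89, *Psc* by -1.56 and *Trl* by -1.48, and *Pc* rose by 1.58. All 11 members of that list that the study did not name were uncalled. The Hox genes *Scr* and *Antp* rose by 3.37 and 2.43 among 3 of 4 (0.73). In the migration list *Mmp2* changed by -3.10 and *Pvf1* by -1.70 among 5 falls and 1 rise of 19 (0.73). In the glycolysis list *Gapdh1* changed by -1.93 among 4 falls and 1 rise of 10 (0.73), and GAPDH is one of the transcripts that the 5′ and 3′ controls measure. The cell death genes *ec* and *klu* changed by -2.94 and -1.62 among 3 falls and 1 rise of 12 (0.78), although *ec* averaged over its probe sets stood at 0.64. Of 19 cell cycle genes 4 fell and 2 rose (0.90). Of 7 housekeeping genes 1 rose and 1 fell (0.73), and of 10 polarity genes 1 rose and 2 fell (0.90). Of 4 cuticle and trachea markers 1 fell, *verm* by 1.70 log2 (0.78). Of 13 haemocyte markers 3 rose (0.78), with *NimC1* from 2.22 to 6.33 and *crq* by 2.24, and of 9 muscle markers 3 rose (0.78), with *TpnC73F* by 3.28. Of 13 brain and glia markers 2 fell (0.78), *dpn* by 3.52 log2 and *mira* by 2.28. Among the ecdysone response genes, *ImpE3* was called higher and *ImpL2* lower in *ab*. Both calls were lost without control replicate 1, at 1.206 (limma adjusted p 0.092) and -1.889 (0.057).

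*scrib-*+*ab* tumours were compared with the control in the same fit. Of 18 retinal determination genes 12 fell and 1 rose, with a list test that did not pass. *elB* changed by -4.24 log2 (SE 0.31), *eyg* by -3.62, *danr* by -3.23, *dan* by -2.47, *pnr* by -2.46 and *eya* by -1.73. The proneural gene *sens* fell from 8.83 ± 0.18 (SD, n = 3) to 4.93 ± 0.65 (SD, n = 3), and *sev* and *ro* changed by -2.71 and -2.33. *upd1* rose by 7.43 (SE 0.37, to 12.41 ± 0.10, SD, n = 3) and the relaxin-like peptide gene *Ilp8* by 5.09 (SE 0.86). The ecdysone-inducible genes *Blimp-1*, *Eip78C* and *ImpE1* changed by -5.54, -4.73 and -2.45.

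In all, 3224 probe sets (2405 named genes) changed in *scrib-*+*ab*, 1637 upward and 1587 downward. Besides *upd1*, the largest rises were those of *Cpr11A* (7.76), *Ns2* (7.12), *bond* (7.02), *lms* (7.01), *Tbc1d8-9* (6.90), *DIP-alpha* (6.83) and 1 gene with a CG number. The largest falls were those of the imaginal disc protein gene *ImpE2* (-7.99, adjusted p = 0.0055, n = 3 per group), *St2* (-7.40), *Blimp-1*, *Nplp1* (-5.47), *fipi* (-5.42) and 3 genes with CG numbers. The retinal determination list had a camera adjusted p of 0.24 and the same numbers when adjusted over the list alone. Of its 10 members that the study did not name 4 fell and 1 rose. Of 16 Notch pathway genes 9 fell and 0 rose (0.24), with *E(spl)mdelta-HLH* at -2.60 and *E(spl)malpha-BFM* at -2.44, and 8 of those 9 were named by the study. Of 17 antennal genes 8 fell and 4 rose (0.61), of 23 photoreceptor and neuronal genes 9 fell and 2 rose (0.46), and of 20 ecdysone response genes 8 fell and 1 rose (0.61). Of 17 JNK response genes 7 rose and 2 fell (0.51), with *cher* at 2.59 and *Atf3* at 2.03. Of 19 migration and matrix genes 7 rose and 4 fell (0.61), with the lipid phosphatase gene *wun2* at 4.07 and *Mmp2* at -3.96. Of 10 glycolysis genes 7 fell and 2 rose (0.46), and of 5 heat shock genes 4 fell (0.24), *Hsp27* by 3.03 log2. Of 16 Hippo-Yki genes 5 rose and 4 fell (0.83), *kibra* by 2.59 and *hpo* by -1.99, and of 10 Ras-EGFR genes 4 fell (0.51), *kek1* by 5.10 log2. Of 13 haemocyte markers 4 rose (0.61), among them *Sr-CI* at 4.14, and of 9 muscle markers 4 rose (0.61), with *Mlc2* at 4.10. Of 13 immune peptide genes 1 rose, *Dif* (0.70). Of 7 genes that follow sex composition 1 rose and 1 fell (0.70), and the fall, that of *dsx* (-2.11), stood at 0.08 when its probe sets were averaged.

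**Figure D2:**
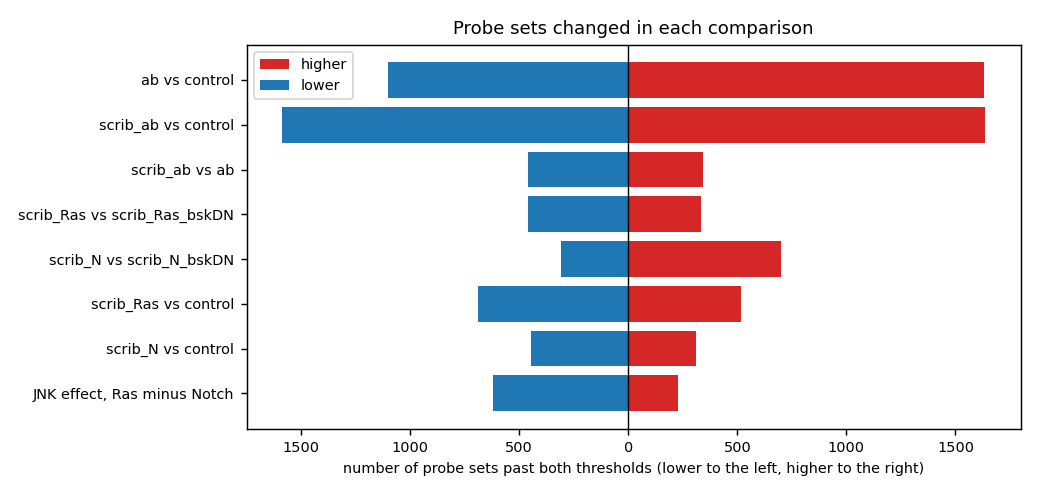
Number of probe sets called higher (bars to the right) and lower (bars to the left) in each of the 8 comparisons, at an adjusted p under 0.05 and a log2 change over 1. The comparisons of *ab* and *scrib-*+*ab* with the control call 2730 and 3224, and those within a set of arrays or with the Ras and Notch tumours call 756 to 1207.

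The changes of *ab* and *scrib-*+*ab* against the control were shared by 2076 probe sets in the same direction (1138 higher and 938 lower), and 19 went in opposite directions. Independent calls would share 142 higher and 93.1 lower. The log2 changes had a Pearson r of 0.827 and a Spearman rho of 0.752 across probe sets, which are not independent replicates. In 100 simulated pairs of unchanged groups, each sharing 3 control arrays that were simulated too, the median r was 0.503 and the median and highest shared count were 0. Unchanged groups give almost no calls, so that count was fixed in advance and does not show what sharing the controls adds. The covariance of 0.847 exceeded the simulated median of 0.0303 by 0.817. With 3 control arrays the comparisons cannot each have 2 of their own. A part of r, and of the shared count beyond that of independent calls, may therefore come from sharing them, which the difference in covariance leaves out. Both groups also share the array properties that set them apart from the control. A labelling batch behind these properties, which the labels do not state, would enter the count, r and the covariance.

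The direct comparison of *scrib-*+*ab* with *ab* addresses what separates the tumours from *ab* overexpression alone. Of 20 ecdysone response genes 7 were lower, of 16 Notch pathway genes 8 were lower, and 4 of 17 JNK response genes and 4 of 19 migration and matrix genes were higher in the tumours, and of these lists the Notch pathway alone passed its test, in a fit that several alternatives below undo. *Blimp-1* stood at 2.71 ± 0.32 (SD, n = 3) in the tumours and 7.92 ± 0.64 (SD, n = 3) in *ab*. *Hr4* changed by -5.05 (SE 0.74, adjusted p = 0.0099, n = 3 per group), *ImpE3* by -3.95, *ImpE1* by -3.79 and *Eip78C* by -2.29. With a replicate block *Hr4* kept this fold but was no longer called. These are folds against *ab* and not against the control. *ImpE1* was 12.99 to 13.45 on the *ab* arrays and 11.04 to 12.44 on the control arrays. *Hr4* was 7.42 to 8.14 and 4.62 to 7.56, and *Blimp-1* 7.19 to 8.37 and 6.96 to 9.31. The antennal gene *al* stood at 6.99 in the tumours and 10.12 in *ab*, *bab2* changed by -2.84, and the eye and head genes *pnr* and *danr* by -2.03 and -1.63. *upd1* rose by 2.49, *Atf3* by 2.37 and the filamin gene *cher* by 1.89. *wun2* rose by 3.76, *Pvf1*, a ligand of the Pvr receptor, by 3.08 and *wun* by 2.50.

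Between these groups 803 probe sets (591 named genes) changed, 342 upward and 461 downward. After a further quantile normalization 423 were higher and 375 lower (53% higher, against 42.6%). The count was 250 with eBayes with trend and robust, 467 with array quality weights, 477 with a replicate block and 461 with the 6 arrays alone. Of 16 Notch pathway genes 8 fell and 0 rose, with the same counts when adjusted over the list alone, a median of -1.015 and a camera adjusted p of 0.030. Of the 8 members that the study did not name, 2 fell. *E(spl)malpha-BFM* changed by -2.22, *BobA* by -2.17 and *E(spl)m5-HLH* by -4.21. The list's adjusted p rose to 0.16 with the filter on low values and to 0.061 with a replicate block. It was 0.061, 0.079 and 0.079 without *ab* replicates 1, 2 and 3, and 0.065 and 0.1 without *scrib-*+*ab* replicates 1 and 3. No other list passed in this comparison. Of 20 ecdysone response genes 7 fell (8 when adjusted over the list alone; camera adjusted p 0.20), and of the 13 not named by the study 4 fell. The largest of these falls, that of *ImpE2* (-7.92, adjusted p = 0.019, n = 3 per group), rests on its spread in the tumours (6.18 ± 3.00, SD, n = 3). Its adjusted p was 0.063, 0.059 and 0.057 without *ab* replicates 1, 2 and 3 and 0.059 without *scrib-*+*ab* replicate 2.

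Of 17 antennal genes 5 fell and 1 rose (0.15), of 18 retinal determination genes 5 fell (0.15) and of 23 photoreceptor and neuronal genes 6 fell (0.17), including *sens* (-2.54), *phyl* (-1.55) and *ato* (-1.47). Of 17 JNK response genes 4 rose (0.15) and of 19 migration and matrix genes 4 rose (0.15). In the heat shock list 2 of 5 fell (0.15), *Hsp27* by 2.78 log2, and in the JAK-STAT list 2 of 9 rose (0.15). Of the latter, *chinmo* lost its call whichever array of these groups was left out (adjusted p 0.057 to 0.088). In the Hippo-Yki list *kibra* alone rose (1.89), in the cell death list *klu* alone fell (-1.96), and the cell cycle list had 0 calls among 19 (0.31). Markers of other cells moved too: the neuroblast gene *insc* rose by 3.12, *Mlc2* by 2.34 and *NimC1* by 1.28, each the 1 member called in its list. The largest rises were those of *Cpr47Eb* (5.42), *Nplp2* (5.14) and 6 genes with CG numbers, of which *CG13215* (6.30) had an adjusted p of 0.059 and 0.055 without *ab* replicates 2 and 3 and 0.056 without *scrib-*+*ab* replicate 3. The largest falls were those of *ImpE2*, *Spn43Aa* (-5.32), *Blimp-1*, *Hr4* and 4 genes with CG numbers. The call of *Nplp2* was lost without *ab* replicate 2 (adjusted p = 0.053).

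**Figure D3:**
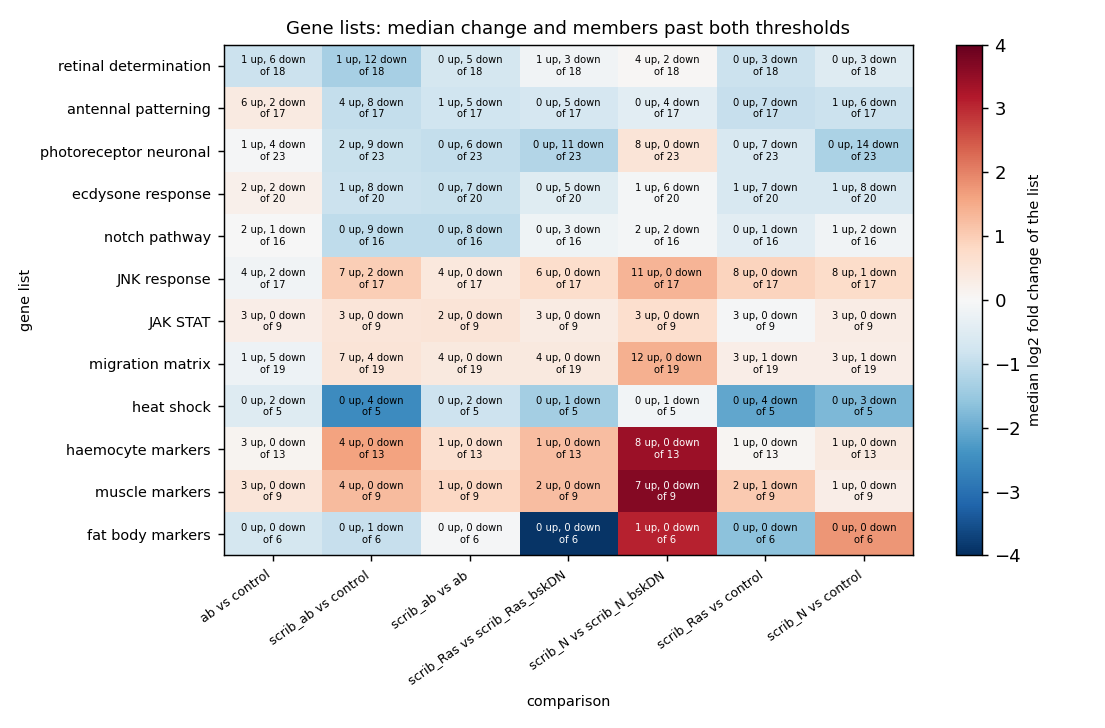
Median log2 change (colour, limited to 4 either way) of 12 gene lists in 7 comparisons; the text in each cell gives the members called higher and lower out of those measured. In *scrib-*+*ab* against *ab*, 8 of 16 Notch pathway genes and 7 of 20 ecdysone response genes were lower.

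The JNK effect in Ras tumours was measured as *scrib-*+*Ras ACT* minus *scrib-*+*Ras ACT*+*bsk DN*, so that positive values mean a level that fell when JNK was blocked. The transcription factor gene *Ets21C* stood at 7.77 ± 0.19 (SD, n = 3) with active JNK and 3.11 ± 0.13 (SD, n = 3) with *bsk DN*. *Ilp8* was higher by 3.27 (SE 0.10), *upd1* by 2.93 and *cher* by 1.71, and the JNK phosphatase gene *puc* was called higher as well. *wun2*, *Pvf1* and *wun* were higher by 3.06, 2.76 and 1.80. The antennal genes *al*, *bab2* and *salm* changed by -3.09, -2.56 and -1.94, and the neuronal genes *chp*, *CadN* and *nSyb* by -2.46, -2.01 and -1.95.

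In all, 792 probe sets (626 named genes) differed, 334 higher and 458 lower with active JNK, and 430 with a replicate block or 424 with the 6 arrays alone. The largest rises were those of *CG13215* (9.30, from 2.34 to 11.64), the zinc transporter gene *Zip102B* (5.78), *Cpr49Ad* (5.42), the glutathione transferase gene *GstD3* (5.27), *Tig* (4.67), *Ets21C* and 2 more with CG numbers. *Zip102B* and *GstD3* stood at 8.66 and 8.19 in *scrib-*+*N ACT*+*bsk DN* against 4.02 and 4.18 in *scrib-*+*Ras ACT*+*bsk DN*, so their low level did not follow *bsk DN* in both tumours. The largest falls, apart from *bsk* (-3.88), were those of *Lip1* (-5.59), *Cpr65Ec* (-5.34), *DIP-theta* (-4.64) and 4 genes with CG numbers. *Lip1* and *Cpr65Ec* were at the floor in *scrib-*+*Ras ACT*, so these folds rest on the background correction. Of 17 JNK response genes 6 rose and 0 fell (camera adjusted p 0.23), and adjusted over the list alone the count was the same. Of 23 photoreceptor and neuronal genes 11 fell and 0 rose (13 when adjusted over the list alone; 0.20). Of 17 antennal genes 5 fell (0.20), of 20 ecdysone response genes 5 fell (8 when adjusted over the list alone; 0.23), of 9 JAK-STAT genes 3 rose (0.35) and of 19 migration and matrix genes 4 rose (0.35). With each array centred on its median, the photoreceptor, antennal and glycolysis lists had camera adjusted p values of 0.037, 0.037 and 0.029. Of 10 Ras-EGFR genes 2 fell (0.23), and of 19 cell cycle genes 0 were called (0.69). The fat body markers had a median of -3.935 with 0 of 6 called. Their mean was 4.03, 7.95 and 8.15 log2 on the 3 *scrib-*+*Ras ACT*+*bsk DN* arrays and 3.54 to 3.86 on those of *scrib-*+*Ras ACT*. Of 13 haemocyte markers 1 rose, *NimC1* by 2.47 (0.45), and of 9 muscle markers 2 rose (5 when adjusted over the list alone; median 1.23; 0.36), with *Mlc2* at 2.42, beside the JNK response and migration genes.

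The JNK effect in Notch tumours was measured in the same way. *Ets21C* was higher with active JNK by 4.04 (SE 0.19), *Atf3* by 2.72, *puc* by 2.28, *scaf* by 2.18, the metalloproteinase inhibitor gene *Timp* by 2.11 and the TNF ligand gene *egr* by 1.67. *wun2* stood at 11.09 ± 0.025 (SD, n = 3) with active JNK and 4.79 ± 0.17 (SD, n = 3) with *bsk DN*, and *Pvf1* was higher by 4.06. The collagen gene *vkg* was higher by 4.30 and the matrix gene *SPARC* by 3.26. The ecdysone-inducible genes *Blimp-1*, *Hr4* and *Eip78C* changed by -4.77, -4.06 and -3.53, while *ftz-f1* rose by 1.86.

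In all, 1008 probe sets (804 named genes) differed, 701 higher and 307 lower, and 538 with a replicate block. The *scrib-*+*N ACT* replicates 2 and A had an SD between arrays of 0.077, against 0.249 and 0.253 from replicate 1, and the *scrib-*+*N ACT*+*bsk DN* arrays 0.085 to 0.121, against 0.147 to 0.181 in the control. If these close arrays are not separate samples, the p-values of the Notch comparisons are too small. With the closest arrays averaged the count was 525. The largest rises were those of the prophenoloxidase gene *PPO1* (7.65), *Nplp2* (7.28), *Nplp4* (6.87), *wun2* (6.30) and 4 genes with CG numbers. Of these 4, *CG13460* (7.68) and *CG12310* (7.61) lost their calls in 5 fits each: the adjusted p was 0.072 and 0.063 without *scrib-*+*N ACT* replicate 2, 0.073 and 0.063 without A, and 0.058 and 0.051, 0.059 and 0.052, and 0.061 and 0.055 without *scrib-*+*N ACT*+*bsk DN* replicates 1, A and B. The largest falls were those of *ImpE2* (-7.75, at 11.16 on 1 *scrib-*+*N ACT* array and at the floor on 2), *acs* (-6.62), the zinc finger gene *Kr* (-4.80), *Blimp-1* and 4 genes with CG numbers. *acs* and *Kr* were at the floor in *scrib-*+*N ACT*. The call of *ImpE2* ended without *scrib-*+*N ACT* replicate 2 or A (adjusted p = 0.14 each) and without *scrib-*+*N ACT*+*bsk DN* replicates 1, A and B (0.099, 0.10 and 0.11). Of 17 JNK response genes 11 rose and 0 fell (camera adjusted p 0.15), and of 19 migration and matrix genes 12 rose and 0 fell (0.15), with the same counts when adjusted over the list alone. With all 21 arrays in the fit these lists had adjusted p values of 0.019 and 0.018. Of 23 photoreceptor and neuronal genes 8 rose (0.20), with *fne* at 3.41, *Appl* at 2.07, *ro* at 2.06 and *phyl* at 1.98. Of 20 ecdysone response genes 6 fell and 1 rose (0.20), of 17 antennal genes 4 fell (0.37), and of 12 cell death genes 1 fell, *klu* by 1.89 log2 (0.93).

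Markers of other cells rose in the same comparison. Of 13 haemocyte markers 8 rose (median 3.42; 0.20), with *PPO1*, *PPO2* (5.95), *Hml* (5.24) and *Pxn* (4.21), and of 9 muscle markers 7 rose (median 3.69; 0.15), with *Mlc1* at 6.01 and *Tm2* at 3.96. Of 13 brain and glia markers 3 rose and 1 fell (0.15), with *insc* at 3.98 and *moody* at 3.39. Of 10 salivary gland markers 3 rose (7 when adjusted over the list alone; median 2.25; 0.15, and 0.038 without *scrib-*+*N ACT* replicate 1), with *Sgs4* at 2.10. The muscle marker mean was at most 4.28 on the *scrib-*+*N ACT*+*bsk DN* arrays and 7.17 to 7.32 on those of *scrib-*+*N ACT*, and the haemocyte marker mean was 3.97 to 4.19 and 6.33 to 7.33. In the control these means were 6.08 to 7.13 and 5.80 to 6.76. Haemocytes and fat body also make collagen and *SPARC*, so these matrix genes moved beside the markers. The fat body markers had a median of 3.09 with 1 of 6 called, *Fbp2* (5.74). Its adjusted p was 0.082 and 0.084 without *scrib-*+*N ACT* replicates 2 and A, and 0.064, 0.065 and 0.067 without *scrib-*+*N ACT*+*bsk DN* replicates 1, A and B. Leaving out the 4 arrays with high fat body genes, chosen after the values were seen, gave 510 probe sets in place of 1008. That fit has 1 *scrib-*+*N ACT* array, assumed to vary like the other groups, and in it *Atf3* (2.47) and *Appl* (2.27) were no longer called. With the closest Notch arrays averaged, also chosen after the values were seen, which leaves 2 samples of *scrib-*+*N ACT* and 1 of *scrib-*+*N ACT*+*bsk DN*, *Nplp2* (7.13), *Nplp4* (6.95), *vkg* (4.07) and *ro* (2.28) were no longer called.

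**Figure D4:**
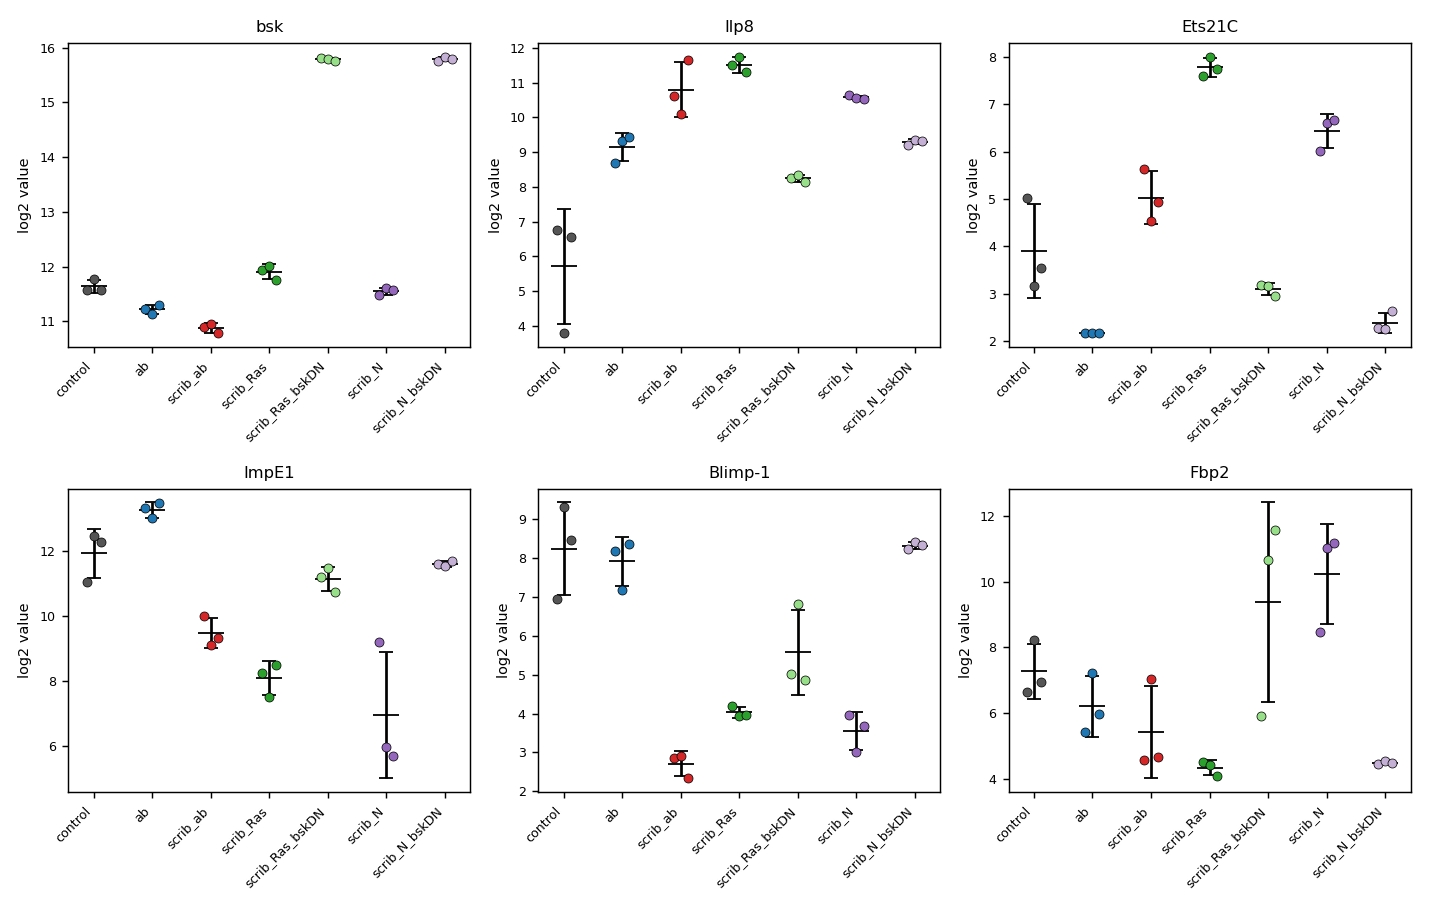
Log2 level of *bsk*, *Ilp8*, *Ets21C*, *ImpE1*, *Blimp-1* and *Fbp2* on each array (dots) by genotype, with the group mean and SD. *bsk* is near 15.79 in both genotypes with *bsk DN*, and *Ets21C* is at 3.11 and 2.39 there against 7.77 and 6.43 in the matching tumours.

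The JNK effects in the Ras and Notch tumours share no array. They had 305 probe sets in common in the same direction (214 higher and 91 lower), against 12.5 and 7.49 for independent calls (one-sided Fisher exact p = 1.5e-229 and 1.2e-73, over probe sets, which are not independent). The shared count was 148 with a replicate block, 161 with the closest Notch arrays averaged and 185 without the arrays high in fat body genes. Another 84 were called in opposite directions. The Pearson r of the log2 changes was 0.295 and the Spearman rho 0.218. *Ets21C*, *Ilp8*, *puc*, *cher*, *chinmo*, *Pvf1*, *Pvr*, *wun* and *wun2* were called higher with active JNK in both tumours, and *al*, *bab2*, *Eip78C*, *Hr4*, *klu*, *pnr* and *Hsp27* lower in both. In the Ras tumours *Hr4* was low in level, at 2.65 to 2.72 with active JNK and 3.36, 4.55 and 3.37 with *bsk DN*. Tested as an interaction, 847 probe sets (668 named genes) had a different JNK effect, 229 higher in Ras and 618 higher in Notch. After a further quantile normalization these were 417 and 531. The total was 250 with a replicate block, 412 with the closest Notch arrays averaged, 531 without the arrays high in fat body genes and 1291 with array quality weights. Of 23 photoreceptor and neuronal genes 14 had a lower JNK effect in Ras tumours (15 when adjusted over the list alone; camera adjusted p 0.14, and 0.047 with each array centred on its median). *fne* differed by -4.58 (SE 0.33), *ro* by -3.19, *Appl* by -2.99, *phyl* by -2.86 and *CadN* by -2.20. Of 19 migration and matrix genes 8 had a lower effect in Ras (0.22, and 0.010 without *scrib-*+*Ras ACT* replicate 3), among them *wun2* (-3.24) and *Mmp2* (-1.75). Markers of other cells were lower in the same test: 3 of 9 muscle markers (5 when adjusted over the list alone, median -2.38, 0.22), with *Mlc1* at -4.28, and 4 of 13 brain and glia markers (0.15), with *moody* at -2.93. Lower too were 2 of 10 salivary gland markers (3 when adjusted over the list alone, median -2.67, 0.19). These 2, *Sgs4* and *Sgs8*, lost their calls without *scrib-*+*N ACT* replicate 2 or A or any *scrib-*+*N ACT*+*bsk DN* array (adjusted p 0.066 to 0.12). Of 13 haemocyte markers 2 were lower and 1 higher (median -2.25; 0.43), with *Hml* at -4.04, and of 6 fat body markers 1 was lower (4 when adjusted over the list alone; median -7.605; 0.31). *Ilp8* and *upd1* had a higher effect in Ras, by 1.99 and 2.09, and *egr* and *Atf3* a higher effect in Notch (-2.58 and -2.68).

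The tumours without *bsk DN* were also compared with the control. In *scrib-*+*Ras ACT* tumours *Ilp8* rose by 5.80 (SE 0.58), *Ets21C* by 3.86, *upd1* by 3.61, *chinmo* by 2.38, *mol* by 2.12 and *scaf* by 1.25. *Blimp-1* stood at 4.04 ± 0.14 (SD, n = 3) against 8.25 ± 1.19 (SD, n = 3) in the control, and *Eip78C* changed by -4.06, *Hr4* by -3.73 and *ImpE3* by -3.70. The antennal genes *bab2*, *ss* and *al* changed by -2.91, -2.70 and -1.03, the eye gene *toy* by -1.29, and the photoreceptor genes *sev*, *sens* and *lz* by -2.59, -2.25 and -1.86. In all, 1207 probe sets (916 named genes) changed, 516 higher and 691 lower. Without *scrib-*+*Ras ACT* replicate 3, which has an SD between arrays of 0.335 and 0.298 with the others of its group, 1629 were called. With a replicate block and only the 6 arrays of both groups, a fit chosen after the values were seen, 2 were called, and with these 6 arrays and no block 625. The largest rises were those of *CG13215* (7.18), *CG13606* (6.24), *Ilp8*, *Tektin-C* (5.68) and *Zip102B* (5.67). The largest falls were those of *Spn43Aa* (-4.53), *Blimp-1* and 3 genes with CG numbers. Of 17 JNK response genes 8 rose (camera adjusted p 0.16), of 20 ecdysone response genes 7 fell and 1 rose (0.13, and 0.046 with each array centred on its median), of 17 antennal genes 7 fell (0.11, and 0.021 when centred), of 18 retinal determination genes 3 fell (0.11, and 0.021 when centred), of 23 photoreceptor and neuronal genes 7 fell (0.18) and of 5 heat shock genes 4 fell (0.16). Adjusted over the list alone, these counts were the same. Of 9 muscle markers 2 rose and 1 fell (5 rose when adjusted over the list alone; median 1.05; 0.62), with *Mlc2* at 3.28 and *up* at 1.84. Of 13 haemocyte markers 1 rose, *NimC1* by 2.65 (0.84), and of 13 brain and glia markers 1 rose, *insc* by 1.32 (0.95). Of 10 salivary gland markers 2 fell (3 when adjusted over the list alone, median -1.35, 0.63). These 2, *Sgs3* and *Sgs8*, lost their calls without control replicate 1 or 2 or *scrib-*+*Ras ACT* replicate 1 or 2 (adjusted p 0.065 to 0.13).

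In *scrib-*+*N ACT* tumours *ImpE1* changed by -4.97 (SE 0.68), *Blimp-1* by -4.70, *Eip78C* by -4.38 and *Hr4* by -3.69, while *ftz-f1* rose by 2.04. *Ilp8* rose by 4.87, *upd1* by 3.91, *chinmo* by 3.13, *Ets21C* by 2.52 and *cher* by 2.30, and *wun2* rose by 4.82. The photoreceptor genes *ro*, *sens*, *sev* and *ato* changed by -3.02, -2.60, -2.53 and -1.92. Of the Notch targets *E(spl)m3-HLH* rose by 1.12, the 1 rise among 16 Notch pathway genes (2 fell; camera adjusted p 0.51), and the wing gene *vg* rose by 2.49. In all, 756 probe sets (582 named genes) changed, 309 higher and 447 lower, and 408 without the 2 *scrib-*+*N ACT* arrays high in fat body genes, which leaves 1 array of that group. The largest rises were those of *Cpr56F* (9.76, from 2.21 to 11.97), *Tektin-C* (from 2.40 to 8.44), *GstD3* (5.78) and 2 genes with CG numbers, of which *CG13135* (6.04) had an adjusted p of 0.053, 0.060 and 0.063 without control replicates 1, 2 and 3 and 0.12 without *scrib-*+*N ACT* replicate 2 or A. The largest falls were those of *ImpE2* (-9.01, adjusted p = 0.0044, n = 3 per group, at 11.16 on 1 tumour array and at the floor on 2, so that the fold depends on the floor), *ImpE1*, *Blimp-1* and 2 genes with CG numbers. Of 23 photoreceptor and neuronal genes 14 fell (median -1.26; camera adjusted p 0.11, and 0.035 with each array centred on its median), of 20 ecdysone response genes 8 fell and 1 rose (0.11, and 0.037 when centred), of 17 antennal genes 6 fell and 1 rose (0.11, and 0.035 when centred), of 17 JNK response genes 8 rose and 1 fell (0.11) and of 18 retinal determination genes 3 fell (0.11, and 0.037 when centred). Adjusted over the list alone, these counts were the same. Among 13 haemocyte markers 1 rose, *Sr-CI* by 2.56 (0.75), of 9 muscle markers 1 rose, *Mlc2* by 2.38 (0.51), and of 13 brain and glia markers 2 rose, *insc* by 1.38 and *dpn* by 1.29 (0.81). Of 10 salivary gland markers (0.95) and 6 fat body markers (median 1.78; 0.52) 0 were called.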

Values the study reported

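The study prepared RNA from 20 disc pairs for each of the genotypes with *ab* and from 50 for the control. It called genes at a log2 fold change over 1 and an adjusted p-value under 0.05. It lists 3028 probe sets that differ from the control in discs with *ab*-overexpressing clones and 3534 in *scrib* mutant clones overexpressing *ab*, with 2323 probe sets in both. Combined, it counts 4239 probe sets for 3549 genes. Of these genes, 183 had more than 1 probe set, and 59 had probe sets both up and down.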

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

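The tests of the 5′ to 3′ differences, of the control arrays without spike-ins and of a single JNK effect on fat body genes were chosen only after the results were seen.

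The JNK effect differed between the Ras and Notch tumours for 847 probe sets in an interaction test (n = 3 arrays per group), a count that fell to 250 with a replicate block, 412 with the closest Notch arrays averaged and 531 without the arrays high in fat body genes, and was 1291 with array quality weights. In 100 of the 200 splits of the 12 arrays only 1, the real one, gave as many, and the highest other gave 507. Splits that mix the groups put their difference into the spread, which lowers their counts by construction. Exchanging the labels with and without *bsk DN* in 1 of the tumours, a split not among those drawn, tests the sum of the JNK effects and gave 1649. The named differences below are the JNK effect in Ras minus that in Notch in log2, and several of these genes had an effect near 0 in 1 tumour type. The peptide and lipid genes were *Lip1* (-5.57, from -5.59 in Ras and -0.03 in Notch), *Nplp2* (-5.23, from 2.05 and 7.28) and *wun2* (-3.24, from 3.06 and 6.30), and *PPO1* differed by -5.39 (from 2.26 and 7.65). Cuticle genes differed both ways: *Cpr65Ec* by -5.34, *Cpr49Ad* by 5.45 and *Lcp65Af* by 5.64, the last with opposite effects (2.85 and -2.79). *DIP-theta* differed by -4.64, *GstD3* by 3.78, *Kr* by 4.80, *Zip102B* by 5.39 and *acs* by 6.62. Genes with CG numbers were lower in Ras for *CG15005* (-6.57), *CG15756* (-5.67), *CG4168* (-5.06), *CG34007* (-4.39), *CG15279* (-3.04) and *CG13403* (-2.53). They were higher for *CG31370* (2.44), *CG13215* (3.48), *CG6753* (5.00), *CG13840* (5.83), *CG4576* (5.94) and *CG18765* (5.98).

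*Fbp2* (-10.80), *CG34166* (-10.07), *CG43085* (-8.04) and *CG2233* (-7.53) had opposite JNK effects in the tumours, with *Fbp2* at -5.06 in Ras and 5.74 in Notch. *CG34166* is among the genes in excess on the 4 arrays high in fat body genes described below, and *Fbp2*, a member of that marker list, was 10.66 and 11.58 on those of *scrib-*+*Ras ACT*+*bsk DN* against 5.92 on the other and 11.04 and 11.18 on those of *scrib-*+*N ACT* against 8.48, so these differences do not separate JNK from the fat body variation. *Blimp-1* differed by 3.23. Except for *Fbp2*, these calls ended when 1 array was left out. Without *scrib-*+*N ACT* replicate 2 the adjusted p was 0.076, 0.064, 0.12 and 0.055 for *CG34166*, *CG43085*, *CG2233* and *Blimp-1*, and without replicate A it was 0.076, 0.064, 0.12 and 0.050. Without *scrib-*+*N ACT*+*bsk DN* replicates 1, A and B it was 0.062, 0.070 and 0.070 for *CG34166*, 0.056, 0.059 and 0.055 for *CG43085* and 0.095, 0.10 and 0.11 for *CG2233*, and for *Blimp-1* 0.057 and 0.055 without A and B. Without *scrib-*+*Ras ACT* replicates 1 and 2 it was 0.061 and 0.070, 0.059 and 0.055, and 0.099 and 0.10 for the same 3 genes, 0.057 for *CG2233* without replicate 3, and 0.055 for *Blimp-1* without replicate 1. Without *scrib-*+*Ras ACT*+*bsk DN* replicate 1 it was 0.050 for *Blimp-1*, without replicate 2 0.064 for *CG34166* and 0.096 for *CG2233*, and without replicate 3 0.064, 0.054 and 0.10 for the 3 CG genes.

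Fat body genes varied between arrays of the same genotype. The fat body marker mean was 7.95 and 8.15 log2 on 2 arrays of *scrib-*+*Ras ACT*+*bsk DN* and 4.03 on the other, and 7.69 and 7.68 on 2 arrays of *scrib-*+*N ACT* and lower on the other. Of the 50 probe sets with the largest excess in these arrays of each genotype, 12 were shared (0.13 for independent draws from all probe sets). Among them were *Lsp2*, *Fbp1*, *fon*, *Drs* and *CG34166*, and 2 of the 12 were in the marker list. The arrays were picked by their high fat body markers, so a shared excess of fat body genes follows in part from that choice. Fat body left on some discs is a candidate explanation. The median JNK effect on the markers was -3.935 in Ras and 3.09 in Notch, and the list passed the test in neither tumour (camera adjusted p 0.36 and 0.44), so an effect of JNK on these genes stays open.

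The 6 *ab* and *scrib-*+*ab* arrays stood apart from the other 15. Their 5′ minus 3′ difference for Act5C was -1.82 relative to the control in *ab* and -1.37 in *scrib-*+*ab*, and the same held for GAPDH (-2.21 and -2.35) and eIF-4a (-2.52 and -2.12), as a labelling or RNA handling batch would give. Among genes with several called probe sets, 40.5% in *ab* and 34.8% in *scrib-*+*ab* against the control had probe sets called in both directions, while the highest percentage in the other 5 comparisons between groups was 5.56, so part of these calls may belong to probe sets and not to genes. On these arrays an effect of Abrupt on the discs stays open, because 0 of the control arrays lack the spike-ins. A possible batch, the smaller number of disc pairs in these groups and genotype cannot be told apart here. Besides the arrays, the study reports quantitative PCR in both genotypes, with *Eip78C*, *bab2*, *H15* and *Blimp-1* below the control and *fru* above it. It normalised the PCR to *CG6044*, chosen as not significantly changed on these arrays, so the PCR is not fully apart from them. Here *CG6044* was called in *scrib-*+*ab* against *ab*, a call lost without *scrib-*+*ab* replicate 1 (0.942). *Blimp-1* was 7.19 to 8.37 on the *ab* arrays and 6.96 to 9.31 on those of the control, without a clear fall. The study also reports staining of clones, with less Broad protein where *ab* was overexpressed. In eye clones with *ab* alone it found Dac, Dan, Eya and Sens protein unaffected and Ato reduced. All of these were repressed in *scrib-*+*ab* eye clones. Its ChIP-Seq found Abrupt peaks at many genes in both genotypes. Array correlations were 0.951 to 0.966 between these arrays and the control and 0.982 to 0.992 between the control and the 12 Ras and Notch arrays.

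Control probe sets of the array that enter no comparison were higher in some groups than in the control arrays. The sequences they target were not looked up, so whether these differences follow the genotype or the handling of the arrays was not determined. By number, probe set 1 was higher by 2.13 log2 in *scrib-*+*N ACT*+*bsk DN*, 2 by 5.68 in *scrib-*+*ab*, 3 by 1.44 in *scrib-*+*ab*, 4 by 2.23 in *scrib-*+*N ACT*+*bsk DN*, 5 by 6.86 in *scrib-*+*Ras ACT* and 6 by 1.05 in *scrib-*+*ab*. These are the largest differences of each: probe set 2 was also higher by 5.61 in *scrib-*+*Ras ACT* and 4.93 in *scrib-*+*N ACT*, and 5 by 6.67 in *scrib-*+*ab* and 6.09 in *scrib-*+*N ACT*. Another control probe set was lower, at 4.90 in *scrib-*+*ab*, 6.50 in *ab*, 9.28 in *scrib-*+*Ras ACT*, 10.11 in *scrib-*+*Ras ACT*+*bsk DN*, 10.91 in *scrib-*+*N ACT* and 9.83 in *scrib-*+*N ACT*+*bsk DN* against 13 in the control. A further control probe set stood at 7.97 in *scrib-*+*ab* and 8.32 in *ab* against 9.35 in the control. Probe set 3 was at 3.38 in *ab* against 4.57 in the control.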

How the results depend on the processing

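The averaging of the closest Notch arrays, the omission of arrays with high fat body genes and the block with only 6 arrays were chosen only after the results were seen. The cause of the changes below was not tested, except that a rule without a fold limit admits more probe sets and a treat test fewer by construction, and that fewer arrays leave fewer degrees of freedom.

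Adjusted p alone and the treat test gave 5107 and 1029 probe sets for *ab* against the control, 5506 and 1453 for *scrib-*+*ab* against the control, 1910 and 129 for *scrib-*+*ab* against *ab*, 1935 and 208 for JNK in Ras, 2978 and 342 for JNK in Notch, 3906 and 299 for *scrib-*+*Ras ACT* and 2057 and 189 for *scrib-*+*N ACT* against the control, and 1681 and 235 for the interaction. Shared by *ab* and *scrib-*+*ab* were 4023 and 806, and by the JNK effects 833 and 73.

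For *scrib-*+*ab* against *ab*, eBayes with trend and robust gave 250, array quality weights 467, a replicate block 477 and the 6 arrays alone 461. The block gave 430 for JNK in Ras, 538 for JNK in Notch, 250 for the interaction and 148 for the shared JNK effects. The 6 arrays alone gave 424 for JNK in Ras and 625 for *scrib-*+*Ras ACT* against the control, where the block with these 6 arrays gave 2. Array quality weights gave 1291 for the interaction. With the closest Notch arrays averaged, JNK in Notch gave 525, the interaction 412 and the shared JNK effects 161. That setting counts *scrib-*+*N ACT*+*bsk DN* as 1 sample and *scrib-*+*N ACT* as 2. Leaving out the arrays high in fat body genes leaves 1 array of *scrib-*+*N ACT* and 1 of *scrib-*+*Ras ACT*+*bsk DN*, and lone samples are assumed to vary like the other groups. Without these arrays the same counts were 510, 531 and 185, and *scrib-*+*N ACT* against the control gave 408.

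Leaving out each replicate in turn gave 2469 to 2648 for *ab* and 2981 to 3287 for *scrib-*+*ab* against the control, 608 to 822 between them, 652 to 974 for JNK in Ras, 861 to 1184 for JNK in Notch, 971 to 1629 for *scrib-*+*Ras ACT* and 649 to 899 for *scrib-*+*N ACT* against the control, 670 to 1069 for the interaction, and 1916 to 2066 and 247 to 336 for the shared changes.

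The other settings left each count within 1.5 times its value. Over all settings, named genes kept direction and side of the threshold in 8355 fits, lost the call in 692, gained it in 117 and turned in 3. These were *ec* (0.64 in *ab* and 0.40 in *scrib-*+*ab*) and *dsx* (0.081 in *scrib-*+*ab*), each averaged over its probe sets. Lists kept both in 2974, gained a call in 223 and lost it in 7, and the sex composition list turned with fry in *scrib-*+*ab* (adjusted p 0.014). Most gains came from another list test or correlation: 127 with fry and 78 with the preset correlation. Signal over background limits the folds of probe sets at the floor.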

Other observations

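Both tests of the ecdysone response genes were chosen only after the results were seen.

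Of 20 ecdysone response genes 7 were called lower in *scrib-*+*ab* against *ab*, 7 in *scrib-*+*Ras ACT* and 8 in *scrib-*+*N ACT* against the control, and the list passed its test in none of these (camera adjusted p 0.20, 0.13 and 0.11). *ftz-f1* rose in the last 2, by 1.07 and 2.04. The mean of the list was 6.37 to 6.95 log2 on the *scrib-*+*ab* arrays and 8.46 to 8.79 on those of *ab*. It was 6.68 to 6.82 in *scrib-*+*Ras ACT* and 7.39 to 7.81 with *bsk DN*, 6.27 to 7.10 in *scrib-*+*N ACT* and 7.91 to 7.95 with *bsk DN*, and 7.75 to 8.46 in the control. *Eip78C*, *Hr3*, *Hr4*, *Blimp-1*, *ImpE1* and *ImpE3* were called lower in *scrib-*+*ab* against *ab* and in both other tumours against the control. *Ilp8*, whose product delays the ecdysone peak, was highest in the tumours without *bsk DN*, the groups with the lowest list means. It was 10.80 in *scrib-*+*ab*, 11.51 in *scrib-*+*Ras ACT* and 10.58 in *scrib-*+*N ACT*. Among the other groups it did not follow the mean: it was 9.14 in *ab* and 8.25 and 9.30 with *bsk DN*, against 5.71 in the control.

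A labelling batch, inferred from the spike-ins and not stated in the labels, is argued against as the whole cause. In *scrib-*+*ab* against *ab*, which both lack the spike-ins, 7 of the 20 genes were lower. In the Ras and Notch tumours against the control, which all carry them, 7 and 8 were lower. Other array effects are not excluded, because *scrib-*+*ab* and *ab* differ in their hybridisation controls (14.18 and 12.21). The 7 calls in *scrib-*+*Ras ACT* also depend on the fit: with the replicate number as a block and only those 6 arrays, 2 probe sets were called in all, and *Blimp-1*, *Eip78C*, *ImpE1* and *Hr4* were not, although they stayed called with that block over all 21 arrays. A hypothesis is a weaker ecdysone response in the tumours at the time of dissection. Of the 20 genes, 6 were lower in all 3 comparisons. Random lists (10000) had a median of 0 and at most 4 (permutation p = 0.0001, the smallest they can give). They were drawn gene by gene at matched mean level, so this p does not allow for list members that move together, as camera does. *Eip78C*, *Blimp-1* and *ImpE1*, among the 6, were also named by the study from these same arrays. The Ras and Notch comparisons share the control arrays and the list was picked for the test after its values were seen, and the pattern may also follow from the stage of the discs, which the labels give only as days after egg deposition, or from JNK, and these were not separated.

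Other splits of the arrays were counted for each comparison of 3 against 3. Such comparisons have 10 splits, too few for a share under 0.05, and 1 of 10, the real one, gave as many probe sets in each. The real and highest other values were 2730 and 1 for *ab* and 3224 and 0 for *scrib-*+*ab* against the control, 803 and 1 for *scrib-*+*ab* against *ab*, 792 and 1 for JNK in Ras, 1008 and 0 for JNK in Notch, 1207 and 3 for *scrib-*+*Ras ACT* and 756 and 1 for *scrib-*+*N ACT* against the control. For *scrib-*+*Ras ACT* against the control, residual values of arrays with the same replicate number correlated weakly, although the labels state no pairing. There the highest other of the 4 splits that part all 3 replicate numbers was 0.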
